A study of Mus musculus with 18 samples. Its data were reported in "LncRNA5251 inhibits spermatogenesis via modification of cell-cell junctions" (2023).

How the data were processed

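RNA-seq was done on sperm of ICR mice in 18 libraries, with 3 control and 3 NHS libraries in each of generations F0, F1 and F2. Groups and replicate numbers were taken from the sample titles. The label NHS is not spelled out in the labels. According to the study, F0 males received sodium sulfide and ammonium chloride for 5 weeks from 3 weeks of age, and only F0 was treated.

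The authors deposited 1 table of FPKM values, with a pair of columns (identifier and FPKM) for each library. FPKM, fragments scaled by gene length and by the mapped total of the library, was computed by the authors and given to 2 decimals. Each library listed only features at 0.01 FPKM or above, and a feature that a library did not list was taken as 0. The submitters' processing notes name the mm10 build. The sources used here describe the library preparation and the unit in different ways (total RNA and FPKM, or poly(A) selection and RPKM), so the aligner and counter behind this table are not settled. The annotation of LXLOC and MXLOC loci is not given in the sources used here. Of 18825 gene symbols, 18750 matched a RefSeq gene table of GRCm38.p6, which gave gene biotypes and older symbols only. No FPKM column was left unused.

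No read counts were used here, so depth in reads is unknown and count-based tests were not run. Values that shared an identifier (2 identifiers, altered to dates) were summed. Features with at least 0.5 FPKM in at least 3 of 18 libraries were tested, 36250 of 90529. A linear model with 6 group means was fitted to log2(FPKM + 0.5) of all 18 libraries with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with trend and robust settings. All tests were two-sided. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05 and no minimum fold. Log2 differences are on the log2(FPKM + 0.5) scale, which understates changes of low features. The study's own test needs read counts and was not repeated. Contrasts were NHS minus control within each generation, the average of these, the differences between them, and controls between generations.

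Of 1024 members of 30 gene lists fixed before the data were examined, 828 were tested (11 through older symbols). The lists cover germ cell stages, sperm structures, markers of other cell types, cell junctions, metabolism of the administered compounds, stress, epigenetic and signalling genes. The list of 15 mitochondrially encoded genes had no member in the table. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Camera gave 21, 12, 15 and 7 lists past the threshold in F0, F1, F2 and the average; none held with an estimated correlation, and fry gave 20, 5, 0 and 0. The value of a list is its mean log2 difference minus that of all other features. Camera's direction can differ from the sign of this value, as for endothelium in the average (0.10 by the value, lower by camera).

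Genes named in the text follow a rule fixed at the same time. For each contrast it takes the 10 named genes with the largest change in each direction among those past the threshold whose groups do not overlap, and 3 unnamed or lncRNA features per direction. Where fewer than 3 passed, the 5 with the smallest p-values were to be given as not past the threshold. In F0 this part of the rule named Qrich2 and Ankrd36, which did pass and are given as such. A gene that the rule named in F2 is not reported here. Up to 4 members with the smallest p-values of each described list, and the proteins the study stained or blotted, were added. Genes of the seminal vesicle in F0 control replicate 2 were named after their values were seen.

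The model was tested on simulated data with 67, 67 and 66 features among 36250 changed by log2 1, 2 and 3. For the F0 contrast it recovered 2.99%, 67.2% and 93.9% of these, in that order, and 6.03% of calls were false. For the average it recovered 40.3%, 100% and 100%, and 5.59% of calls were false. The leukocyte list was also raised by log2 1, and its genes were counted as changed. The simulated noise was normal, with equal spread in all groups and no correlation between genes. It held no shift of whole libraries and no values set to 0. The real libraries depart from these settings, so these rates need not hold for them. Library values were compared by exact permutation tests, for which 3 against 3 libraries cannot give a p below 0.1. No pair of libraries held equal values in more than 0.501% of features at 1 FPKM or above, so all 18 were kept as separate samples.

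Alternatives covered the pseudocount, the filter, the scaling of libraries, the libraries in the fit, a replicate block, library weights, the study's thresholds and each library left out in turn. Alternatives chosen after seeing the data were a scaling that leaves the 2 highest loci out of the total, 3 libraries that stood apart in seminal vesicle, liver or interferon genes left out together, a higher filter, protein-coding genes alone, and F0 NHS libraries against the controls of F1 and F2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.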

Results

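The data were RNA-seq profiles of sperm from ICR mice, with 18 libraries in 6 groups of 3. In each of 3 generations, called F0, F1 and F2, a control group (Con) stood beside a group labelled NHS. According to the study, F0 males of the exposed group received ammonia and hydrogen sulfide donors, and F1 and F2 descended from these males without treatment of their own. The table listed 90529 features, of which 18825 were gene symbols, 56720 were NONCODE lncRNA genes, 7352 were loci named LXLOC and 7607 were loci named MXLOC. The values were FPKM, so the number of reads per library was unknown and no counting interval can be given. The labels do not say whether replicates came from separate animals or pools, so p-values measure only the spread between these samples.

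The F0 control libraries stood apart from the other 15. Of the features tested, 33.7%, 14.9% and 26.1% were not listed in the 3 F0 control libraries and were taken as 0, against 2.16% to 6.32% in every other library except F0 NHS replicate 1 (24.4%). A pair of NONCODE loci, NONMMUG009163.2 and NONMMUG009157.2, had nearly the same FPKM in every library, so their reads are uncertain. Whether they hold rRNA or another repeated RNA is not known from the sources used here, so neither their share of the total nor a scaling that leaves them out can be assigned to a kind of RNA. Together they held 93.7% ± 2.16 (SD, n = 3) of the total FPKM in F0 controls and 80.3% ± 6.23 (SD, n = 3) in F0 NHS libraries. The share lay between 72.9% and 85.7% in the F1 and F2 libraries. The library median of log2(FPKM + 0.5) was -0.31 ± 0.12 (SD, n = 3) in F0 controls and 0.50 ± 0.31 (SD, n = 3) in F0 NHS libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). This shift of 0.81 enters the F0 differences below, but its size was not the same at all levels. Over features of mean FPKM of at least 5, the library medians differed by 1.16 (SE 0.30). A value given relative to other features can therefore still carry part of the shift.

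**Figure D1:**
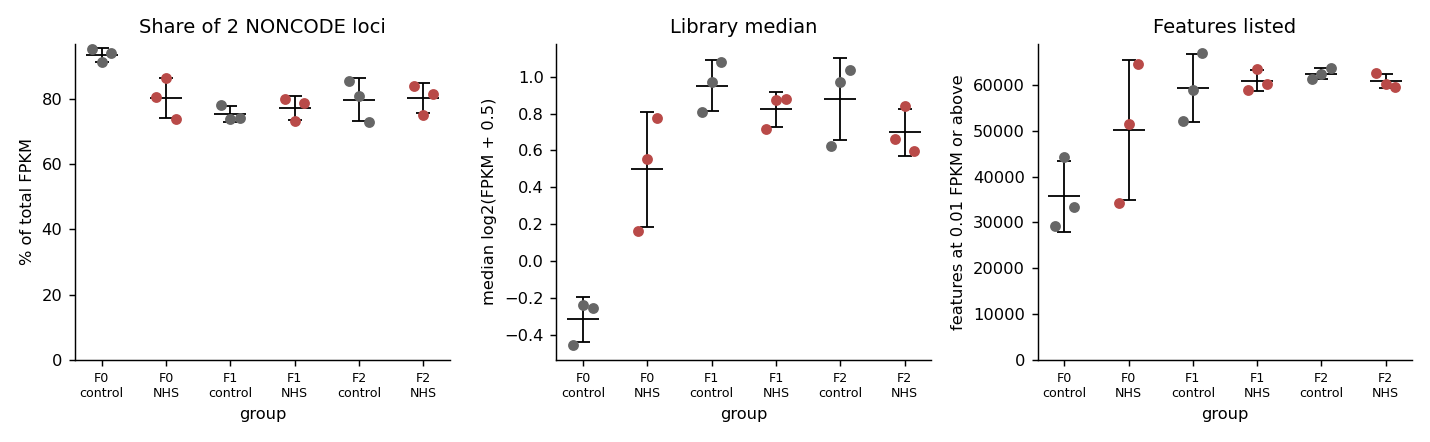
Each point is 1 library, black bars are the group mean and whiskers the SD (n = 3); the panels give the share of total FPKM held by the 2 NONCODE loci in percent, the median log2(FPKM + 0.5) over features tested, and the number of features listed. F0 controls have the highest share, between 91.3% and 95.5%, and the lowest medians, between -0.45 and -0.23.

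Some libraries stood apart in markers of other tissues or in interferon response genes. F0 control replicate 2 had 4658 FPKM of Svs4, 3121 FPKM of Svs5 and 1141 FPKM of Svs2, which encode secreted proteins of the seminal vesicle. The same genes lay between 0 and 16.8 FPKM in the other 17 libraries. The liver and pancreas list had a mean log2 level of 2.43 in F1 control replicate 2 and at most 1.01 elsewhere. The interferon response list was at 3.51 in F1 NHS replicate 3 and at most 2.88 elsewhere.

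The first comparison asked how sperm RNA of exposed F0 males differed from that of their controls. In F0 NHS libraries, the acrosome, motility, late spermatid, erythroid and leukocyte lists were higher than other features by camera with its preset correlation, and none was with an estimated correlation (adjusted p = 0.243, 0.303, 0.488, 0.235 and 0.613). The late spermatid call was lost without F0 control replicate 2 (0.38) and the leukocyte call without F0 NHS replicate 2 (0.64). The globin gene Hbb-b1 rose from 245 ± 161 to 7625 ± 2740 FPKM (SD, n = 3), a log2 difference of 5.08 (SE 0.68, limma adjusted p = 0.000485). Hba-a2, Hbb-b2 and Hbb-bt rose by 5.18, 5.11 and 4.89, although reads of these near-identical globin genes may be shared. Genes of mast cells (Cma1, log2 difference 4.44, and Cpa3, 4.07), the B cell receptor gene Cd79b (4.77), the lipoxygenase gene Alox15 (4.43), lubricin (Prg4, 4.21) and fibronectin (Fn1, 3.98) rose as well. Each had all 3 NHS libraries above all controls, which the rule for named genes required. NHS libraries were uneven for Cma1 (32.2 ± 31.7 FPKM), Cpa3 (18.5 ± 17.7), Cd79b (38.0 ± 47.5), Alox15 (66.1 ± 80.5), Prg4 (40.7 ± 47.2) and Fn1 (262 ± 310, SD, n = 3).

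Counts of risen genes in lists are from values as deposited, in which 2582 of 13787 protein-coding genes rose in F0. With library medians made equal 84 protein-coding genes rose, and no counts per list are given for that scaling. Among lists of sperm genes, 31 of 42 acrosome and fertilization genes rose and none fell, 39 of them by p-values adjusted over the list alone. The list was higher than other features by a mean log2 difference of 1.24 (camera adjusted p = 7.15e-18), and with an estimated correlation between genes the adjusted p = 0.243. Adam5, Zpbp2 and Adam2, which encode proteins of the sperm surface and acrosome, rose by 3.61, 3.04 and 2.87. Of 49 genes of motility and the flagellum, 31 rose and 1 fell (39 and 1 adjusted over the list alone). That list was 0.94 higher than other features (camera adjusted p = 7.29e-14; adjusted p = 0.303 with an estimated correlation), led by the tektin gene Tekt3 (3.02) and the fibrous sheath gene Ropn1l (2.92). Of 49 late spermatid genes 25 rose (39 adjusted over the list alone), among them the sperm lactate dehydrogenase Ldhc (3.31), Gk2 (3.26) and Tsga8 (3.26). This list was 1.10 higher than other features (camera adjusted p = 1.5e-10; adjusted p = 0.488 with an estimated correlation), but 0.38 higher and not past the threshold without F0 control replicate 2 (adjusted p = 0.085). With the total outside the 2 NONCODE loci made equal, the motility and late spermatid lists were 0.62 and 0.51 higher.

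Of 28 meiosis genes 14 rose (17 adjusted over the list alone), with Mael (3.15), Syce1 (2.88) and Stag3 (2.58), and the list was 0.58 higher than other features (camera adjusted p = 3.21e-05; adjusted p = 0.316 with an estimated correlation). The piRNA pathway list, with 14 of 21 genes risen (16 adjusted over the list alone), was 0.67 higher (camera adjusted p = 4.85e-08; adjusted p = 0.235 with an estimated correlation) and was led by Tdrd6 (3.18) and Ddx25 (3.04). Erythroid genes (9 of 13 risen, 10 adjusted over the list alone) were 2.27 higher than other features (camera adjusted p = 9.44e-09; adjusted p = 0.235 with an estimated correlation). Leukocyte genes (17 of 37 risen, 26 adjusted over the list alone, Lyz2 by 3.81 and Ptprc by 2.59) were 1.24 higher (camera adjusted p = 0.00014; adjusted p = 0.613 with an estimated correlation), and 0.64 higher without F0 NHS replicate 2, where the call was lost (adjusted p = 0.134). The seminal vesicle and prostate list lay at -2.67 relative to other features (camera adjusted p = 1.14e-10; adjusted p = 0.113 with an estimated correlation). Its value was -0.39 without F0 control replicate 2 (adjusted p = 0.0602) and -4.17 without F0 control replicate 1.

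Cell junction genes, the theme of the study, lay at -0.08 relative to other features in F0 and did not pass the list test (camera adjusted p = 0.497). Of 50 members 1 rose, the nectin gene Pvrl3 (1.52), and none adjusted over the list alone. With the total outside the 2 NONCODE loci made equal, or with quantile normalization, the list passed as lower, at -0.34 (adjusted p = 4.64e-05) and -0.24 (adjusted p = 0.00187). Genes of hydrogen sulfide metabolism (0.03, camera adjusted p = 0.788) and of ammonia handling (0.15, camera adjusted p = 0.573) did not pass the list test either, while the sulfide oxidation gene Sqrdl rose by 1.44 and the ammonia channel gene Rhcg by 1.48. Without the 2 NONCODE loci in the total, hydrogen sulfide metabolism lay at -0.46 (adjusted p = 0.00506).

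The sperm tail gene Qrich2 went against this direction and fell in F0 NHS libraries, from 2.85 ± 2.21 to 0.16 ± 0.28 FPKM (SD, n = 3), a log2 difference of -2.20 (SE 0.46, limma adjusted p = 0.00616). Ankrd36 fell as well, with a log2 difference of -1.53 (adjusted p = 0.0374). Fam50b (-1.73), Prrx2 (-1.06) and Ltbp4 (-2.44) had adjusted p-values of 0.0562, 0.0594 and 0.0655. Among unnamed loci and genes with a predicted name, MXLOC_020926 rose by 5.03, whereas Gm3417 and NONMMUG057488.1 were not listed in any F0 control and had mean values of 19.5 and 14.7 FPKM in NHS libraries. MXLOC_016263 had a log2 difference of -1.21, and NONMMUG032753.2 and MXLOC_061179 were not listed in any F0 NHS library.

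In all, 4751 of 36250 features differed in F0 by limma, 4741 higher and 10 lower, including 2582 protein-coding genes higher and 2 lower. The groups did not overlap for 28.2% of features in F0, 11.5% in F1 and 16.2% in F2, where chance gives 10%, in values that carry the shift of 0.81 in F0, -0.13 in F1 and -0.18 in F2. With library medians made equal, 139 features differed, of which 116 (83.5%) were higher and 23 lower. The globin genes and Qrich2 remained past the threshold there, and Cd79b (3.96), Cma1 (3.62), Cpa3 (3.26), Alox15 (3.62), Prg4 (3.4), Fn1 (3.17) and Ankrd36 (-2.34) did not, with adjusted p between 0.0699 and 0.18. With the total outside the 2 NONCODE loci made equal, 31 differed, the globin genes missed the threshold (Hbb-b1 3.81, adjusted p = 0.0514) and Qrich2 remained past it (-3.21, adjusted p = 0.0369). That total also holds the uneven locus NONMMUG043413.2. Under that scaling the lists of ribosomal proteins, respiratory chain, oxidative stress, housekeeping, heat shock, apoptosis, histone modification and PI3K-AKT signalling, all higher than other features in the values as deposited, changed sign. The count was 2551 and 1921 without F0 control replicates 1 and 3, and 10711, 2048 and 2038 without F0 NHS replicates 1, 2 and 3.

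**Figure D2:**
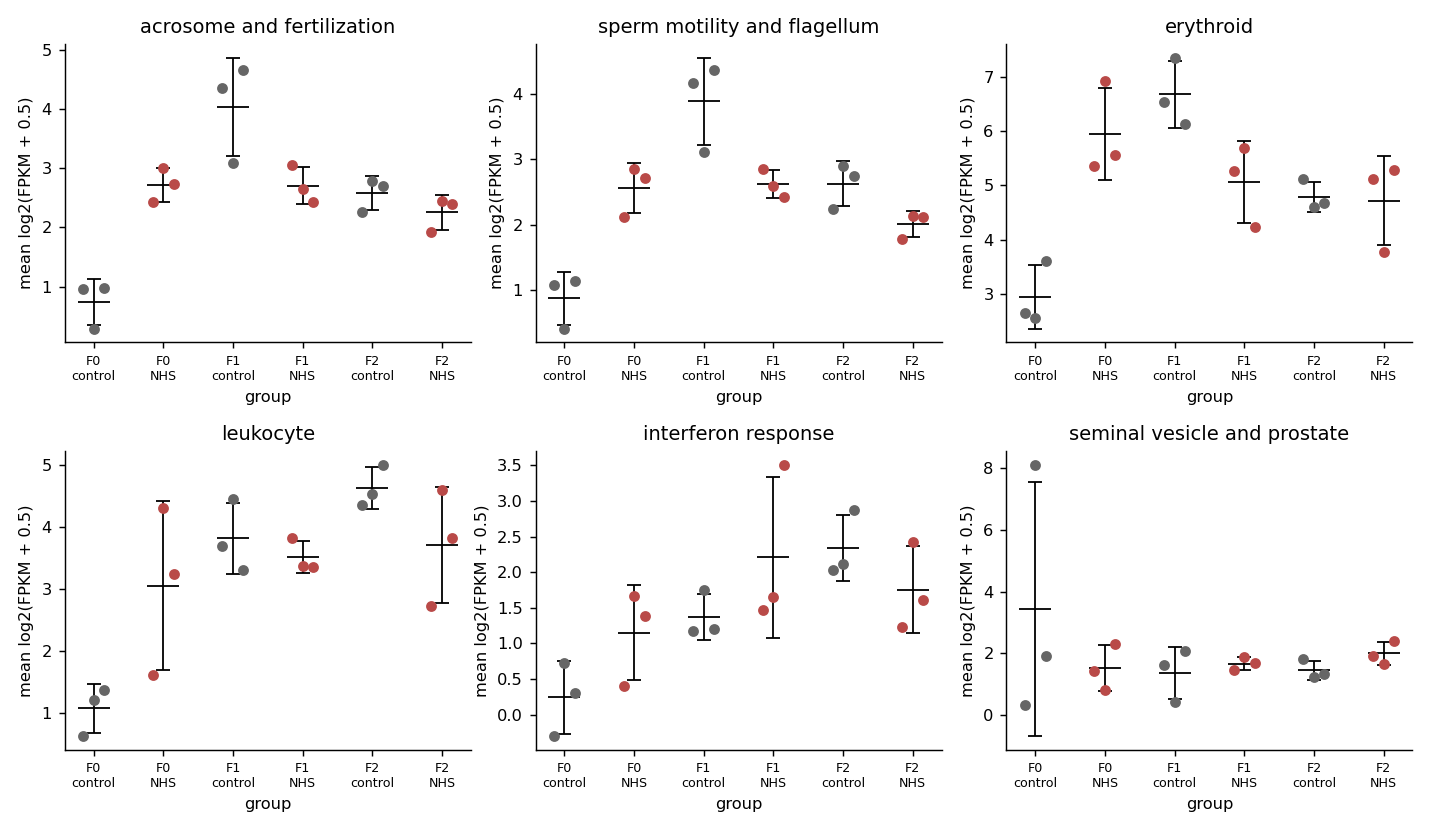
Each point is the mean log2(FPKM + 0.5) of 1 gene list in 1 library, with the group mean and SD (n = 3) in black. The acrosome list lies lowest in F0 controls (between 0.29 and 0.97) and highest in F1 control replicates 1 and 3 (4.35 and 4.66), and the seminal vesicle list stands at 8.12 in F0 control replicate 2.

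The F1 comparison asked whether sperm of the offspring of exposed males differed. The sperm gene lists and the erythroid list lay lower in F1 NHS libraries, opposite to F0. The acrosome list had a value of -1.20 relative to other features (camera adjusted p = 3.84e-25; adjusted p = 0.212 with an estimated correlation), and the motility list -1.14 (camera adjusted p = 2.7e-26; adjusted p = 0.212 with an estimated correlation). Late spermatid (-0.82), meiosis (-0.63), piRNA pathway (-0.53) and erythroid genes (-1.50) were lower too by camera, with adjusted p-values of 0.578, 0.287, 0.287 and 0.212 with an estimated correlation. Of the acrosome genes 30 of 42, and of the motility genes 35 of 49, were lower by p-values adjusted over the list alone, and no member passed over all features. Interferon response genes were 0.96 higher than other features (camera adjusted p = 1.33e-09; adjusted p = 0.499 with an estimated correlation), and 0.32 higher without F1 NHS replicate 3. The late spermatid value was -1.26, -0.52 and -1.28 without F1 control replicate 2, F1 control replicate 3 and F1 NHS replicate 1.

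Epididymal genes were 0.54 higher in F1 than other features (camera adjusted p = 5.09e-05; adjusted p = 0.578 with an estimated correlation), and 0.36 and 0.30 higher without F1 control replicate 2 (adjusted p = 0.0739) and F1 NHS replicate 2 (adjusted p = 0.0144). Cell junction genes were 0.24 higher (camera adjusted p = 0.0147; adjusted p = 0.996 with an estimated correlation), led by the claudin gene Cldn1 (1.34, not past the threshold), and 0.16 higher without F1 NHS replicate 2 (adjusted p = 0.122).

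No single feature passed the threshold in F1 by limma, with 3919 at an unadjusted p below 0.05. The smallest p-values of lower genes belonged to the testis genes Tex29 (log2 difference -2.17, adjusted p = 0.0871), Saxo1 (-1.71, 0.114), Pex5l (-1.84, 0.114), Samt2 (-1.66, 0.119) and the acrosome gene Fam209 (-1.86, 0.119), each lower in 3 of 3 NHS libraries than in any control. Among higher genes they belonged to Gon4l, not listed in any F1 control (adjusted p = 0.078), the chemokine gene Ccl8 (2.27, 0.127), the mitochondrial import gene Timm13 (2.72, 0.168), the epididymal protease inhibitor gene Spink12 (1.29, 0.177) and Atpaf1 (1.46, 0.196). Without F1 control replicate 2, 1662 features differed, 31 higher and 1631 lower, and without F0 NHS replicate 1, F0 NHS replicate 3 or F1 NHS replicate 3 the counts were 5, 8 and 1.

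In F2, sperm motility genes lay lower again, at -0.45 relative to other features (camera adjusted p = 1.41e-08; adjusted p = 0.766 with an estimated correlation). Leukocyte genes were at -0.76 (camera adjusted p = 4.66e-08) and interferon response genes at -0.42 (camera adjusted p = 0.00662), both with adjusted p = 0.766 with an estimated correlation. The interferon call was lost without F2 control replicate 3 (-0.23, adjusted p = 0.12) or F2 NHS replicate 1 (-0.19, adjusted p = 0.439), and its value was -0.69 without F2 NHS replicate 2. The leukocyte value was -0.29 without F2 NHS replicate 1. Epididymal genes were 0.55 higher than other features (camera adjusted p = 1.78e-08), hydrogen sulfide metabolism 0.40 higher (camera adjusted p = 0.0253) and cell junction genes 0.16 higher (camera adjusted p = 0.0471), again each with adjusted p = 0.766 with an estimated correlation. The junction call was lost without F2 control replicates 2 or 3 or F2 NHS replicate 2 (0.13, 0.13 and 0.09), and with the total outside the 2 NONCODE loci made equal (0.14, adjusted p = 0.0758). The hydrogen sulfide call was lost without F2 control replicate 2 (0.27) or F2 NHS replicate 2 (0.37).

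No feature passed the threshold in F2 by limma, with 1354 at an unadjusted p below 0.05. The interferon gamma gene Ifng had a log2 difference of -1.58 (1.96 ± 0.23 against 0.35 ± 0.28 FPKM, SD, n = 3, limma adjusted p = 0.413). Lipoprotein lipase (Lpl, -3.25, 0.413), the nuclear receptor gene Nr4a1 (-3.40, 0.589) and Tnfaip3, an inhibitor of NF-kB signalling (-2.63, 0.702), were lower in 3 of 3 NHS libraries than in any control. Rpl26 was at 274 ± 53.7 FPKM in F2 controls and 5.36 ± 2.51 FPKM in F2 NHS libraries (SD, n = 3, log2 difference -5.64, limma adjusted p = 0.413). It lay between 1 and 12.6 FPKM in the other libraries except F0 NHS replicate 2 (431 FPKM), and is uncertain because ribosomal protein genes share reads with pseudogenes. Higher values were seen for Raet1e (1.33), the potassium channel gene Kcnf1 (0.96), Gkn2 (1.71) and Wfdc3 (1.74), each with adjusted p = 1.

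**Figure D3:**
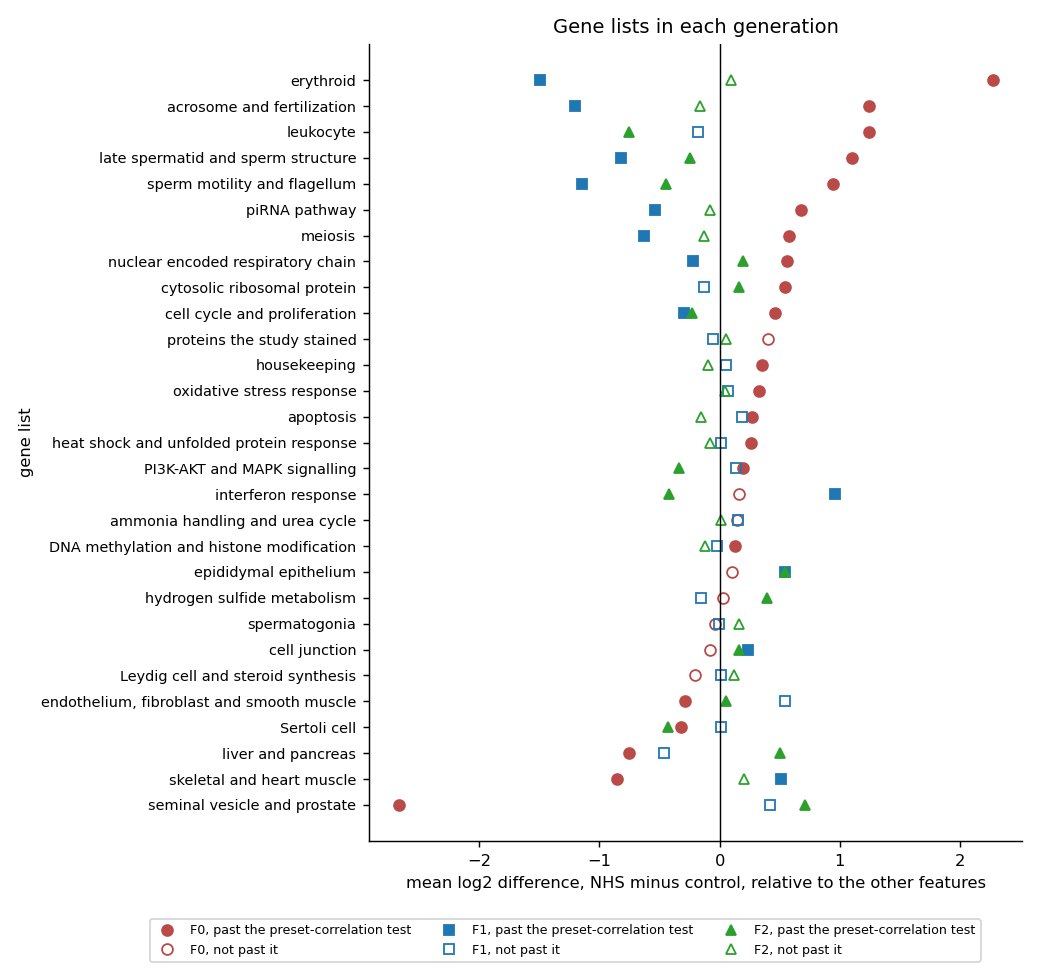
Each symbol is the mean log2 difference of 1 gene list (NHS minus control) relative to the other features in F0, F1 or F2 (n = 3 against 3 libraries); filled symbols passed camera with its preset correlation. The acrosome list lies at 1.24 in F0, -1.20 in F1 and -0.16 in F2; with the total outside the 2 NONCODE loci made equal, the F0 values of ribosomal proteins (-0.06), respiratory chain (-0.07) and housekeeping genes (-0.26) are negative.

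Across generations the study sought features higher in all 3. Qrich2 was lower in every NHS library than in any control of its own generation, with means of 2.85 against 0.16 FPKM in F0, 1.68 against 0.27 in F1 and 0.89 against 0.24 in F2. These levels are near the floor. NHS values were 0, 0 and 0.48 FPKM in F0, 0.41, 0 and 0.4 in F1, and 0, 0 and 0.72 in F2. A value of 0 means that the library did not list the gene, and the lowest F2 control was at 0.79 FPKM. The average log2 difference of Qrich2 was -1.60 (SE 0.27, 9 against 9 libraries, limma adjusted p = 0.221 over all features and 0.000357 adjusted over the list alone, for motility genes). Without F0 control replicate 2 it passed over all features (-1.77, adjusted p = 0.0336). It was 1 of 7 features whose groups did not overlap, on the same side, in every generation, where chance gives 9.06. Higher averages were seen for the tight junction gene Cldn1 (1.07), Akr1b7 (1.86), Ankhd1 (1.17), Smim22 (1.03) and Gon4l (0.79), and lower ones for Nr4a1 (-1.43), Fam50b (-1.22), Ino80b (-1.03) and Efcab14 (-0.83), each with adjusted p = 0.671.

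No feature passed the threshold for the average effect by limma, with 2526 at an unadjusted p below 0.05. Epididymal genes were 0.40 higher than other features on average (camera adjusted p = 1.13e-05) and motility genes lay at -0.22 (camera adjusted p = 0.000293), both with adjusted p = 0.987 with an estimated correlation. The motility value was -0.34 without F1 control replicate 2. No feature was higher by adjusted p in all 3 generations, since none passed in F1 or F2. By mean FPKM alone, with no test and no filter, 10691, 1852 and 1305 protein-coding genes were at least 2-fold higher in F0, F1 and F2, and 879, 3095 and 2553 at least 2-fold lower. The F0 counts were 4448 higher and 1681 lower with library medians made equal, and with the total outside the 2 NONCODE loci made equal 3647 and 2371. Among features past the filter, 161 were at least 2-fold higher in all 3, where independent lists give 92.5, and 71 were lower in all 3, where independent lists give 16.6. The lower count was not compared with other splits of the libraries, so it is not read as an excess over chance. Of 100 relabellings of the libraries within generations, the real one included, 23 gave at least 161 features higher in all 3, with a median of 104 over the others. The count was 38 with library medians made equal, 67 with quantile normalization and 95 with the total outside the 2 NONCODE loci made equal. It was 102 without F0 NHS replicate 3 and 265 without F2 control replicate 3. Of the 161, 78 were NONCODE genes and 31 were protein-coding. The lncRNA the study followed up, lncRNA5251, was not matched to an identifier in the table, so no value is given.

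The study stained or blotted a set of proteins in testes and a spermatogonial cell line, after knockdown or overexpression of its lncRNA. It reports none of them for sperm of the control or NHS males, so sperm RNA does not test its protein results. Of the 19 genes of this set, those for CADM2, GDNF and CX37 were left out by the filter. CADM2 and CX37 are junction proteins that the study reports as changed. The study's text names a catenin without saying which, and Ctnnd1 was taken for it here. Of the 16 genes tested, 5 rose in F0 and none passed in F1, F2 or the average. The germ cell gene Ddx4 rose by 2.81 (1.23 ± 0.83 to 11.5 ± 4.53 FPKM, SD, n = 3, limma adjusted p = 0.000842). The transition protein gene Tnp1 rose by 2.65, the outer dense fibre gene Odf1 by 2.48, the sperm phosphoglycerate kinase Pgk2 by 2.28 and the synaptonemal complex gene Sycp3 by 1.73. With library medians made equal, Ddx4 remained past the threshold (1.998, adjusted p = 0.0314). Tnp1 (1.84), Odf1 (1.67), Pgk2 (1.47) and Sycp3 (0.92) did not pass there, with adjusted p-values of 0.274, 0.339, 0.413 and 0.225. With the total outside the 2 NONCODE loci made equal, Ddx4 did not pass either (1.82, adjusted p = 0.143). The 9 junction and adhesion genes of the same set had log2 differences in F0 of 0.83 for Gja1, 0.77 for Ocln, 0.94 for Tjp1, 0.88 for Ctnnd1, 0.62 for Cdh1, 0.57 for Dsg2, 0.50 for F11r, 0.22 for Cldn11 and -0.59 for Vcam1, with adjusted p between 0.139 and 0.658. Gja1 (-0.20), Ocln (-0.20), Ctnnd1 (-0.26), Cdh1 (-0.57), Dsg2 (-0.32) and F11r (-0.67) turned negative with the total outside the 2 NONCODE loci made equal, while Tjp1 was at 0.15, Cldn11 at 0.002 and Vcam1 at -1.28. Ocln (-0.046), Cdh1 (-0.19), Dsg2 (-0.24), F11r (-0.31) and Cldn11 (-0.59) were negative with library medians made equal, and with quantile normalization all but Tjp1 (0.029) were. None of the 9 passed under these scalings. Cyp11a1 (0.83) and Bcl2l1 (0.85) did not pass either (adjusted p = 0.258 and 0.274), and Bcl2l1 was at -0.24 without the 2 NONCODE loci in the total and -0.22 with quantile normalization.

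**Figure D4:**
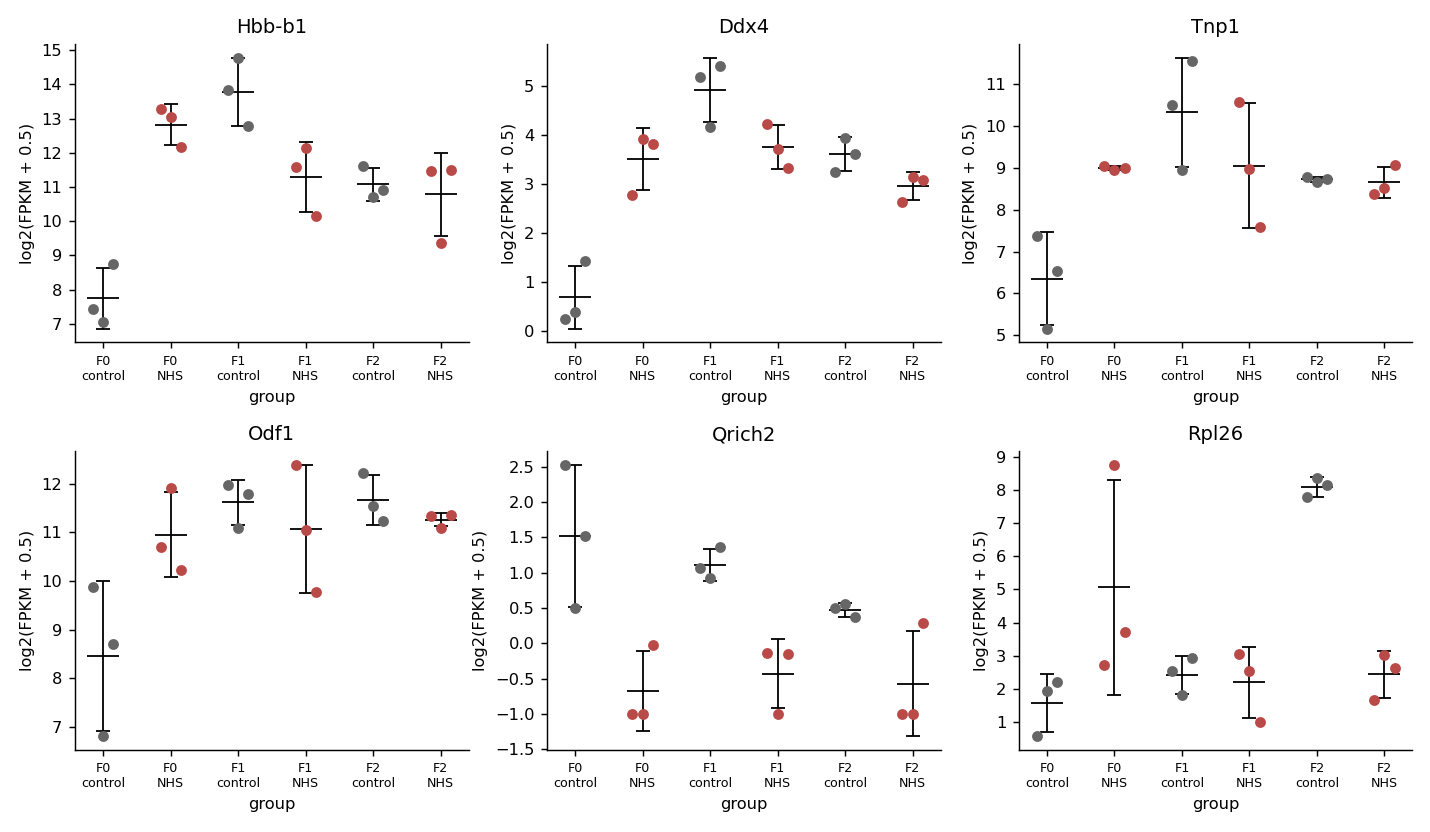
Each point is log2(FPKM + 0.5) of 1 gene in 1 library, with the group mean and SD (n = 3) in black. Hbb-b1, Ddx4, Tnp1 and Odf1 have their lowest group mean in F0 controls, Qrich2 is lower in every NHS library than in any control of its generation, and Rpl26 is high in the 3 F2 controls and 1 F0 NHS library; these values are as deposited, before any scaling.

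The effect of the NHS group was compared between generations by a test of the difference itself, and the counts depended on the scaling. In values as deposited, between F1 and F0, 4234 features differed in effect by limma, 14 with a higher and 4220 with a lower value in F1. Between F2 and F0, 1979 differed, 9 higher and 1970 lower, and between F2 and F1 none did, with 1433 at an unadjusted p below 0.05. The globin gene Hbb-b1 had a difference of effect of -7.57 between F1 and F0 and -5.37 between F2 and F0, and Ddx4 of -3.97 and -3.46. With library medians made equal the counts were 772 (108 higher, 664 lower) and 6 (3 higher, 3 lower), and with the total outside the 2 NONCODE loci made equal 503 (6 higher, 497 lower) and 0, the latter with 4294 at an unadjusted p below 0.05. Between F1 and F0, Hbb-b1 and Ddx4 passed under both scalings (-6.63 and -3.03, and -6.25 and -2.93). Between F2 and F0 they did not, with -4.38 (adjusted p = 0.147) and -2.47 (0.119) with medians made equal and -4.17 (0.171) and -2.54 (0.2) without the 2 loci in the total. The F1 count was 6847 without F0 NHS replicate 1 and 2388 without F1 control replicate 3. The F2 count was 992 without F0 control replicate 3, 6442, 488 and 960 without F0 NHS replicates 1, 2 and 3, 307 and 345 without F2 control replicates 2 and 3, and 339, 1305 and 837 without F2 NHS replicates 1, 2 and 3.

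Controls of the 3 generations were compared with one another as well. By limma, 19018 features differed between F1 and F0 controls (18991 higher in F1) and 19746 between F2 and F0 controls (19724 higher in F2). With library medians made equal, these counts were 5137 (43.4% higher) and 211 (47.9% higher). Between F2 and F1 controls 202 features differed, 18 higher and 184 lower in F2, where the acrosome list was at -1.36 and the erythroid list at -1.80 relative to other features (adjusted p = 0.211 for both with an estimated correlation). The F2 to F0 count was 12644 without F0 control replicate 1, 11680 without F2 control replicate 2 and 9663 without F2 control replicate 3. The count of 202 was 1, 2946 and 1 without F1 control replicates 1, 2 and 3, 2, 1 and 2 without F2 control replicates 1, 2 and 3, 21 without F0 control replicate 3, 567 without F0 NHS replicate 1, 112 without F1 NHS replicate 2, and 87, 116 and 24 without F2 NHS replicates 1, 2 and 3.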

Values the study reported

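The study reported 10,242 known mRNAs with higher levels in F0 sperm of the exposed group, 1113 in F1 and 563 in F2.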

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

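The tests of explanations in this part were chosen after the patterns were seen, and the expectations for the counts over other splits of the libraries in values as deposited were written after those counts were known. Only the expectations for seminal vesicle genes outside the list value and for splits of rescaled values were set before the values they concern were seen. The tests of differences between generations were planned.

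In values as deposited, the effect of the NHS group differed between generations by limma for 4234 features between F1 and F0 and for 1979 between F2 and F0. These counts were 772 and 6 with library medians made equal, and 503 and 0 with the total outside the 2 NONCODE loci made equal. Genes below had been picked for their size in 1 generation, which favours large differences. Between F1 and F0 the log2 effect differed by -7.51 for Hba-a2, -7.65 for Hbb-b2, -7.57 for Hbb-b1, -7.31 for Hbb-bt, -6.26 for Cd79b, -6.76 for Cma1, -6.51 for Alox15, -5.95 for Prg4, -5.86 for Cpa3, -4.81 for Fn1 and -6.11 for MXLOC_020926. It differed by -3.68 for Tex29, -2.89 for Saxo1, -2.91 for Pex5l, -4.23 for Fam209, -3.97 for Ddx4, -1.97 for Sycp3, -3.93 for Tnp1, -3.03 for Odf1 and 2.195 for MXLOC_016263. Between F2 and F0 it differed by -5.45 for Hba-a2, -5.29 for Hbb-b2, -5.37 for Hbb-b1, -5.08 for Hbb-bt, -5.42 for Cma1, -6.13 for Alox15, -6.36 for Prg4, -5.66 for Fn1, -5.78 for MXLOC_020926 and 2.21 for MXLOC_016263. It also differed by -2.11 for Tex29, -2.43 for Fam209, -1.82 for Ifng, -9.12 for Rpl26, -4.17 for Lpl, -3.57 for Nr4a1, -3.61 for Tnfaip3 and -3.46 for Ddx4. Gm3417 and MXLOC_061179 passed the same test in both comparisons, and Gon4l and Samt2 between F1 and F0, with a group in which no library listed them, so no fold is given. Of the 24 named between F1 and F0, 13 passed with medians made equal, 13 with quantile normalization and 12 without the 2 loci in the total. Cd79b (-5.32), Alox15 (-5.57), Prg4 (-5.01), Cpa3 (-4.91), Fn1 (-3.86), MXLOC_020926 (-5.17), Pex5l (-1.97), Sycp3 (-1.02), Tnp1 (-2.98), Odf1 (-2.09) and Samt2 did not pass with medians made equal (adjusted p between 0.0741 and 0.342). Pex5l (-2.52) and Samt2 passed without the 2 loci in the total, whereas Cma1 (-5.95, adjusted p = 0.0577), MXLOC_061179 (0.0543) and Gon4l (0.0688) did not. Of the 20 named between F2 and F0, only MXLOC_061179 and MXLOC_016263 passed with medians made equal or quantile normalization, and none without the 2 loci in the total. The other 18 lay between -8.13 (Rpl26) and -0.83 (Ifng) with medians made equal (adjusted p between 0.08 and 0.449), and the 20 had adjusted p between 0.0529 and 0.336 without the 2 loci in the total. No named difference changed sign under these scalings.

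Most features had a higher FPKM in the F0 NHS libraries than in F0 controls. Fewer detected features as the whole cause are argued against by a median difference of 1.16 (SE 0.30) over features of at least 5 FPKM. A larger share of other cells was taken to lower the acrosome list, which rose by 1.24 (SE 0.33) relative to other features. That rise cannot decide the question, since markers of sperm and of other cells can rise together over the same controls. The erythroid list was 2.27 higher than other features in F0, and the leukocyte list was higher too. A larger share of the total in the 2 NONCODE loci of F0 controls remains a possible explanation for most of the shift between the F0 groups. The difference of their medians was 0.20 (SE 0.24) once the total outside these loci was made equal. Making that total equal would also take out a shift of most features with another cause. The small difference therefore cannot single out the loci. With that scaling, medians of F1 and F2 controls still lay 0.643 (SE 0.114) and 0.647 (SE 0.115) above those of F0 controls. The loci therefore do not account for all of the low medians of F0 controls, and what RNA they hold is not known. F0 controls that stand apart from other controls also remain open, since 19746 features differed between F2 and F0 controls and 1 between F0 NHS libraries and F2 controls, although 606 differed between F0 NHS libraries and F1 controls. The treatment itself stays open and was not tested apart from these.

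Sperm gene lists were lower in F1 NHS libraries than in F1 controls. The test of a lower share of sperm RNA assumed that it would raise markers of other cells alike. The erythroid list moved against the epididymal list by -2.04 (SE 0.59). This cannot decide the question, since RNA of blood and of epididymal cells need not change together. Relative to other features, epididymal genes were 0.54 higher and erythroid genes lay at -1.50, so a lower share of sperm RNA stays open. F1 controls that stand apart remain a possible explanation, since the acrosome list differed by 0.13 (SE 0.24) between F1 NHS libraries and F2 controls, and by 1.45 (SE 0.51) between F1 and F2 controls. Descent from exposed males stays open as well, untested.

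Seminal vesicle genes were high in F0 control replicate 2. A shift of all its values is argued against, since its median differed from the other F0 controls by 0.12 and the list by 7.02. RNA from the seminal vesicle may account for it, as 5 of 9 list members that the filter had kept out of the list value were highest in that library, where libraries drawn evenly give 0.5. These were Svs6 (1534 FPKM), Svs3a (273), Spink1 (211), Svs3b (200.3) and Sva (158), each at most 0.4 FPKM elsewhere, while Sbp, Defb50 and Tgm4 were at most 0.08 FPKM there. The design gives no biological explanation to test.

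With 3 against 3 libraries only 10 splits exist, too few for a share under 0.05. In F0 the real split gave 4751 features and the highest other split 2327, and 1 of 10 splits gave as many. Over gene lists the F0 counts were 21 and 18 (1 of 10). In F1 the counts were 12 and 14 gene lists (4 of 10), and in F2 15 and 13 (1 of 10). For features the real count was 0 in F1 and F2, so that 10 of 10 splits give as many by construction and the comparison decides nothing. The highest other split gave 504 in F1 and 1 in F2. The 504 came from F1 control replicates 1 and 3 with NHS replicate 1 against the other F1 libraries, which points to a structure other than the groups. In that order, these libraries had mean log2 levels of 7.01, 7.61 and 6.77 for the late spermatid list, against at most 5.98 in the other F1 libraries. The acrosome list did not separate them (3.05 in NHS replicate 1, 3.09 in control replicate 2). The structure was not tested further. For controls the counts were 19018 and 1 between F1 and F0, 19746 and 0 between F2 and F0, and 202 and 7 between F2 and F1 (1 of 10 in each).

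Over 100 splits within generations, the lowest possible share is 1 of 100. The difference of effect between F2 and F0 had that share, under 0.05, in values as deposited (1979, highest other 649). The 6 features left with library medians made equal had it too (highest other 1). That count was 0 with the total outside the 2 NONCODE loci made equal, which decides nothing (highest other 77, 100 of 100). These splits ask whether the groups differ in any generation, so F0 controls that stand apart could alone give a low share. A low share therefore does not show that the effect of exposure differs between generations. For the difference between F1 and F0 the share was under 0.05 as well (4234, 2 of 100), but 1 other split gave more features (4849), so chance is made less likely there and not ruled out. The same holds with medians made equal (772, highest other 2522, 3 of 100) and without the 2 loci in the total (503, highest other 1047, 2 of 100). A split with 2522 features points to a structure of the libraries other than the groups, not traced further. Chance was not excluded for the lists of the average (7, highest other 22, 94 of 100) or features higher in all generations by 2-fold means (161, highest other 482, 23 of 100). The comparison decides nothing where the real count was 0, since 100 of 100 splits then give as many by construction. This was so for the average (highest other 2801), the difference between F2 and F1 (highest other 3) and features higher in all generations by adjusted p (highest other 0).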

How the results depend on the processing

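Choices added after the data were examined were the scaling with the 2 highest loci out of the total, the 3 libraries that stand apart in seminal vesicle, liver or interferon genes left out, a mean FPKM of at least 5, protein-coding genes alone, and F0 NHS libraries against F1 or F2 controls. Tests on read counts were not run because no counts were used here, depth in reads is unknown, and the cause of a change below was not tested unless the setting's construction (fewer features or libraries, another scaling) gives it. Counts are of features past the threshold by limma, with higher and lower in brackets.

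With the total outside the 2 highest loci made equal, F0 gave 31 (25, 6), controls 6039 (5862, 177) for F1 minus F0, 4860 (4783, 77) for F2 minus F0 and 4 for F2 minus F1, and the differences of effect 503 (6, 497) for F1 minus F0 and 0 for F2 minus F0. Features 2-fold higher in all generations numbered 95, and F0 fold counts were 34025 higher and 11473 lower over all features, 3647 and 2371 over protein-coding genes, and 6846 lower over NONCODE genes. In F0 the lists reversed to -0.18 (DNA methylation and histone modification), -0.19 (PI3K-AKT), -0.064 (ribosomal protein), -0.29 (heat shock), -0.26 (housekeeping), -0.074 (respiratory chain) and -0.21 (oxidative stress), and in the average to -0.11 (DNA methylation), -0.016 (ribosomal protein), -0.12 (heat shock), -0.037 (respiratory chain) and -0.035 (oxidative stress).

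With library medians made equal, F0 gave 139 (116, 23), F1 6 (2, 4), controls 5137 (2229, 2908), 211 (101, 110) and 131 (34, 97), differences of effect 772 (108, 664) and 6 (3, 3), and 2-fold in all generations 38. F0 fold counts were 9046 lower over all features and 4448 higher and 1681 lower over protein-coding genes. With quantile normalization the counts were 122 (98, 24) in F0, 1 in F1, 2403 (1515, 888), 347 (216, 131) and 11 (4, 7) for controls, 455 (33, 422) and 6 (3, 3) for differences of effect, and 67 for 2-fold. F0 lists reversed to -0.064 (DNA methylation) and -0.046 (PI3K-AKT).

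Without the 3 libraries that stand apart, the counts were 7937 (7880, 57) in F0, 545 (14, 531) in F1, 5 in the average, 3444 (204, 3240) for F2 minus F1 controls, 4491 (29, 4462) for the effect F2 minus F0, 3 for F2 minus F1, and 242 for 2-fold. The F1 ribosomal protein list moved to 0.27 and the average endothelium list to 0.38. F0 NHS libraries differed from F1 controls in 606 features (5, 601) and from F2 controls in 1.

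A pseudocount of 0.1 gave 8418 (8400, 18) in F0, 0 for F2 minus F1 controls and 3499 (11, 3488) for the effect F2 minus F0, and a pseudocount of 1 gave 3118 (3113, 5) in F0, 35 (6, 29) in F1, 927 (66, 861) and 1213 (6, 1207). With no filter the counts were 1320 (1312, 8) in F0, 87 (19, 68) in F1, 14 (6, 8) in F2, 1 in the average, 2149 (22, 2127), 203 (8, 195) and 9 (7, 2) for differences of effect F1 minus F0, F2 minus F0 and F2 minus F1, 1472 for 2-fold and 13 lists in the average, and the F0 cell junction list was 0.26 by value. A filter at 1 FPKM gave 118 (13, 105) for F2 minus F1 controls and 64 for 2-fold. A mean FPKM of at least 5 gave controls 4908 (4902, 6), 4845 (4844, 1) and 0, 2114 (1, 2113) for the effect F1 minus F0, 12 for 2-fold and 10 lists in F0, with PI3K-AKT at -0.17 and oxidative stress at -0.10. Protein-coding genes alone gave controls 8722 (8714, 8), 8924 (8915, 9) and 309 (31, 278), 2626 (1, 2625) for the effect F1 minus F0 and 31 for 2-fold.

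A fit over 1 generation gave 460 (460, 0) in F0, 14 (3, 11) in F2 and 101 (32, 69) for F2 minus F1 controls. Library weights gave 20570 (19854, 716) in F0, 2084 (85, 1999) in F1, 604 (71, 533) in F2, 1035 (795, 240) in the average, 30699 (29931, 768) and 5528 (1164, 4364) for F2 minus F0 and F2 minus F1 controls, 12259 (295, 11964), 18779 (497, 18282) and 2 for the differences of effect, and 2 features higher in all generations, with the average endothelium list at 0.32. The thresholds of the study gave 132 in F0, controls 4426, 287 and 0, and differences of effect 368 and 0. With an estimated correlation 0 lists passed in F0, F1, F2 and the average. Fry gave 5 lists in F1 and 0 in F2 and the average, and its direction is not relative to other features. Among lists past the threshold by camera or fry, it was the opposite of camera's for Sertoli cell (mean log2 difference 0.43), cell junction (0.67), endothelium (0.46), liver and pancreas (-0.009) and spermatogonia (0.70) in F0 and cell junction (-0.008) in F2.

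Fold counts with no filter, higher and lower, were 51234 and 5619 in F0, 17957 and 21590 in F1 and 12340 and 21040 in F2 over all features, 10691 and 879, 1852 and 3095, and 1305 and 2553 over protein-coding genes, and 31360 and 3951, 13759 and 14574, and 9481 and 15298 over NONCODE genes. The filter gave in F0 24955 higher and 825 lower over all features, 9525 and 328 over NONCODE genes and 189 lower over protein-coding genes. In F1 it gave 3273 and 5740, 1545 and 1984, and 737 and 1676 for all, NONCODE and protein-coding features, and in F2 1488 and 4617, 618 and 1811, and 349 and 1194. Medians in place of means gave in F0 2843 lower over all features, 20072 higher and 1708 lower over NONCODE genes and 546 lower over protein-coding genes.

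Leaving out each library in turn gave 1921 (without F0 control replicate 3) to 10711 (without F0 NHS replicate 1) in F0, 0 to 1662 (without F1 control replicate 2) in F1, 0 to 1 in F2, in the average and for the effect F2 minus F1, 2388 to 6847 for the effect F1 minus F0 and 307 to 6442 for F2 minus F0. Ranges were 9663 to 21058 for F2 minus F0 controls, 1 to 2946 for F2 minus F1 controls, 102 to 265 for 2-fold and 6 to 13 lists in the average. The late spermatid list of the average ranged from -0.23 (without F0 control replicate 2) to 0.19, and in F1 ribosomal protein ranged from -0.33 to 0.23 and the respiratory chain from -0.41 to 0.025 (highest without F1 NHS replicate 3 for both).

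The replicate numbers do not pair the samples, as same-numbered libraries had correlations of deviations of 0.197, -0.225 and -0.092 in F0, 0.378, 0.019 and -0.080 in F1, and -0.134, -0.069 and -0.069 in F2. With the replicate block the count for F2 minus F1 controls was 0, and 1 of 9 libraries correlated best with its own number.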

Other observations

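In F0, further gene lists were higher than other features by camera. They were ribosomal proteins (0.55, 31 of 78 risen, 73 adjusted over the list alone), the respiratory chain (0.56, 10 of 39 risen, 28 adjusted over the list alone) and cell cycle genes (0.46, 12 of 30 risen, 21 adjusted over the list alone), with adjusted p-values of 0.488, 0.579 and 0.303 with an estimated correlation. With the total outside the 2 NONCODE loci made equal, the ribosomal protein and respiratory chain values were negative, as given above. Their counts of risen genes are from values as deposited. The respiratory chain value was 0.21 and 0.91 without F0 control replicates 1 and 2. Aurka (2.21) and Ccnb2 (2.78), which act in mitosis, and the testis subunit gene Cox8c (3.21) rose. Oxidative stress (0.33), apoptosis (0.27), heat shock (0.26), housekeeping (0.35), DNA methylation and histone modification (0.13) and PI3K-AKT signalling genes (0.19) passed camera too, with adjusted p between 0.647 and 0.731 with an estimated correlation. The oxidative stress, heat shock and housekeeping calls were lost without F0 control replicate 1 (0.06, -0.001 and 0.01) or F0 NHS replicate 3 (0.20, 0.11 and 0.19), and their values were 0.60, 0.49 and 0.64 without F0 control replicate 2. The apoptosis call was lost without F0 control replicate 1 or F0 NHS replicates 2 or 3 (0.07, 0.19 and 0.18), with values of 0.46 and 0.43 without F0 control replicate 2 and F0 NHS replicate 1. The DNA methylation call held in 10 of 34 other settings and the PI3K-AKT call in 14 of 34. Both were lost without F0 control replicates 1 or 3 or F0 NHS replicates 2 or 3 (0.06, 0.12, 0.08 and 0.06, and 0.04, 0.08, 0.09 and 0.07), and the first also with library medians made equal (0.13, adjusted p = 0.0621). Without F0 control replicate 2 and F0 NHS replicate 1 their values were 0.20 and 0.25, and 0.45 and 0.42. With quantile normalization none of these 6 lists passed, and with the total outside the 2 NONCODE loci made equal their values changed sign.

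Lower by camera in F0 were muscle (-0.86), liver and pancreas (-0.75), Sertoli cell (-0.32) and endothelium genes (-0.29), with adjusted p-values of 0.0767, 0.303, 0.316 and 0.488 with an estimated correlation. Not taken relative to other features, these lists differed by -0.11, -0.01, 0.43 and 0.46 in that order. Their lower values thus come mainly from the rise of other features. Muscle and liver genes had low mean log2 levels in F0 NHS libraries (-0.03 and -0.34), where changes are understated. The endothelium list stood at 3.45 in F0 control replicate 2, which had high seminal vesicle genes, and at 1.35 and 1.55 in the other F0 controls. Without that library the endothelium value was 0.32 and not past the threshold (adjusted p = 0.955), the muscle value was -0.52 and the Sertoli cell call was lost (-0.33). The endothelium value was -0.60, -0.58 and -0.10 without F0 control replicates 1 and 3 and F0 NHS replicate 2, and -0.64 and -0.47 with the total outside the 2 NONCODE loci made equal and with quantile normalization. The Sertoli cell call was also lost without F0 control replicate 3 (-0.18) or F0 NHS replicate 1 (-0.15). With library medians made equal or quantile normalization, the liver (-0.75 and -0.63, adjusted p = 0.0621 and 0.0717) and Sertoli cell calls (-0.32 and -0.39, adjusted p = 0.129 and 0.0717) were lost while the values stayed close to those above. Spermatogonia (-0.04), Leydig cell (-0.21), epididymal (0.10) and interferon response genes (0.16) did not pass, nor did the list of stained proteins (0.40). With the total outside the 2 NONCODE loci made equal, Leydig cell (-0.49, adjusted p = 0.00223) and epididymal genes (-0.22, adjusted p = 0.0304) passed as lower, and Leydig cell genes did so with quantile normalization (-0.36, adjusted p = 0.0423). Without F0 control replicate 1 both passed as lower (-0.36 and -0.16), and epididymal genes also without F0 NHS replicates 1 (0.07 by value) or 3 (-0.21).

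In F1, muscle genes (0.51) were higher and cell cycle (-0.30) and respiratory chain genes (-0.22) lower by camera, with adjusted p-values of 0.464, 0.677 and 0.996 with an estimated correlation. The muscle list stood at 0.88 in F1 NHS replicate 1 and at most at 0.20 in the other F1 libraries. Its call was lost without that library (0.19, adjusted p = 0.682), without F1 control replicate 2 (0.43), with library medians made equal (0.51, adjusted p = 0.0882) and with quantile normalization (0.40, adjusted p = 0.131). The respiratory chain call was lost without F1 control replicate 1 (-0.03) and with quantile normalization (-0.045, adjusted p = 0.58), and the value turned positive without F1 NHS replicate 3 (0.025). It was -0.41, -0.35 and -0.33 without F1 control replicate 2 and F1 NHS replicates 1 and 2.

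In F2, ribosomal protein (0.16), liver (0.50), seminal vesicle (0.71) and respiratory chain genes (0.19) were higher and cell cycle (-0.23), PI3K-AKT signalling (-0.34) and Sertoli cell genes (-0.43) lower by camera, each with adjusted p = 0.766 with an estimated correlation. The liver and pancreas list stood at 1.01 in F2 NHS replicate 1 and at most at 0.08 in the other F2 libraries. Its call was lost without that library (0.05, adjusted p = 0.492) and with quantile normalization (0.42, adjusted p = 0.0766), and its value was 0.77 without F2 NHS replicate 2. The ribosomal protein call was lost without F2 control replicate 2 (0.05) or F2 NHS replicate 3 (-0.015) and with quantile normalization (-0.009), with values of 0.26 and 0.34 without F2 control replicate 1 and F2 NHS replicate 1. The seminal vesicle call was lost without F2 control replicates 2 or 3 or F2 NHS replicate 3 (0.56, 0.57 and 0.47), with library medians made equal (0.71, adjusted p = 0.129) and with quantile normalization (0.72, adjusted p = 0.109). The respiratory chain call was lost without F2 control replicate 2 or F2 NHS replicates 2 or 3 (0.12, 0.10 and 0.11), with quantile normalization (0.15, adjusted p = 0.0801) and with the total outside the 2 NONCODE loci made equal (0.16, adjusted p = 0.0788), and its value was 0.37 without F2 NHS replicate 1. The Sertoli cell call was lost without F2 control replicate 1 (-0.33) or F2 NHS replicate 1 (-0.37). Late spermatid genes lay at -0.25 in F2 (camera adjusted p = 0.0479; adjusted p = 0.787 with an estimated correlation), a call that was lost without F2 control replicates 1 or 2 or F2 NHS replicates 1 or 2 (-0.19, -0.23, -0.21 and -0.22), and with the total outside the 2 NONCODE loci made equal (-0.27, adjusted p = 0.126). Endothelium genes passed camera as lower in F2 (adjusted p = 0.0253; adjusted p = 0.766 with an estimated correlation), with a value of 0.05 and a median log2 difference of -0.46. That call was lost without F2 control replicate 1 or F2 NHS replicates 1 or 3 (0.36, 0.24 and 0.20), and the value was -0.07, -0.14 and -0.28 without F2 control replicates 2 and 3 and F2 NHS replicate 2. The signalling and early response genes Dusp1 (-2.48), Egr1 (-2.52) and Atf3 (-2.63) had lower values in F2 NHS libraries, not past the threshold over all features.

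In the average, ribosomal protein (0.19), respiratory chain (0.18) and oxidative stress genes (0.15) were higher by camera, with adjusted p-values of 1.46e-08, 0.00462 and 0.0201. They lay at -0.02, -0.04 and -0.03 with the total outside the 2 NONCODE loci made equal and did not pass there or with quantile normalization. Sertoli cell genes (-0.25, camera adjusted p = 0.0201) and endothelium genes (0.10, camera adjusted p = 0.0491) were lower by camera, and the endothelium call was lost with library medians made equal (0.10, adjusted p = 0.117). It was also lost without F0 control replicate 2, F0 NHS replicate 2, F1 control replicates 1 or 2, F1 NHS replicate 3, F2 control replicate 1 or F2 NHS replicates 1 or 3 (0.31, 0.17, 0.14, 0.14, 0.14, 0.21, 0.17 and 0.15). Its value lay between -0.007 and 0.064 without F0 control replicates 1 or 3, F0 NHS replicate 3, F1 control replicate 3, F2 control replicates 2 or 3 or F2 NHS replicate 2. The Sertoli cell call was lost without F0 NHS replicate 1 (-0.19) or F1 control replicate 1 (-0.20). The oxidative stress call was lost without F0 control replicate 1, F0 NHS replicate 3, F1 control replicate 3, F2 control replicate 2 or F2 NHS replicate 2 (0.06, 0.10, 0.12, 0.12 and 0.12), and the respiratory chain call without F0 control replicate 1, F1 control replicate 2 or F1 NHS replicate 1 (0.06, 0.12 and 0.13). Without F0 control replicate 2 these values were 0.24 and 0.29. The ribosomal protein value was 0.13 and 0.31 without F1 NHS replicates 1 and 3. Each of these 5 lists had adjusted p = 0.987 with an estimated correlation.

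At the thresholds of the study, 132 features were higher in F0 and none lower, 98 of them protein-coding, and the counts in F1 and F2 were 0 by limma, with 3919 and 1354 at an unadjusted p below 0.05. These counts, from another test than the study's, are lower than the values quoted from the study above. By 2-fold higher mean FPKM alone, with no test, 10691, 1852 and 1305 protein-coding genes were higher in F0, F1 and F2 with no filter, 8642, 737 and 349 with the filter, and 4448, 2113 and 1466 with library medians made equal and no filter. Fold counts leave out the p-value that the study's thresholds include. In each generation the values quoted from the study lie between the fold counts with and without the filter in values as deposited, and both decline from F0 to F2.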
